A study of Homo sapiens with 6 samples. Its data were reported in "Cell-Type Independent MYC Target Genes Reveal a Primordial Signature Involved in Biomass Accumulation" (2011).

How the data were processed

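Total RNA of H9 cells, an established human embryonic stem cell line, was measured on 6 microarrays, 3 of undifferentiated cells and 3 of cells exposed to BMP4 for 6 days. BMP4 is a bone morphogenetic protein that directs these cells to trophoblasts, the cells of the placenta. Each array was a whole human genome oligonucleotide array read in 1 channel. The labels name the dye Cy5, but the files hold green spot values only, so the green values were used. The deposited values are intensity readings of spots on a linear scale. Per the file headers they were made with Agilent Feature Extraction version 9.5.3.1, which subtracts background within each array, removes spatial trends, and gives spots that are not above background a small substitute value. The authors did not scale these intensity values between arrays before deposit. The series value table held the same processed intensity, with no array differing by more than 0.0035%. Its medians were 108.5, 216.4 and 72.8 for undifferentiated replicates 1 to 3 and 108.8, 159.4 and 99.7 for BMP4 replicates 1 to 3, on a linear scale with no centring.

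The study's methods quantile normalized the Agilent values, took log2, fitted limma and called genes at a false discovery rate of 25%, and the same steps were taken here. Control spots and spots marked as population or non-uniform outliers were left out, spots of the same probe were averaged, and no filter on dim probes was set. This left 41000 probes, of which 828 lacked a value on at least 1 array. Probe names come from the array design and can be old. Current symbols were taken from a RefSeq gene table (GRCh38.p14), used for names only. By accession 24312 probes were matched, by symbol 2485 and by synonym 984, and the other 13219 kept the name in the files. Positions are those in the files, on hg18. A gene was represented by its probe with the highest mean log2 signal over the 6 arrays, which gave 17849 genes with a current symbol. A further 206 called probes had no current symbol and are not counted among genes. Genes with near-identical copies, such as the PSG, hemoglobin and HLA genes, XAGE2, POU5F1 and the ribosomal proteins, can share signal between copies and their values are uncertain to that extent.

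Differences were fitted with limma 3.58.1 in R 4.3.3 with no covariate, two-sided, with Benjamini-Hochberg adjustment over all probes, and were called at an adjusted p below 0.25. Fold changes are differences of mean normalized log2 signal, BMP4 minus undifferentiated, and SE is the moderated standard error. A probe was counted as measured on an array where the scanner software marked it as well above background. Where a gene was not well above background on any array of a group, or only on an array where its spot was left out, the fold is a bound, the mean of the bright group against the mean, over the arrays of the dim group with a value, of the higher of the probe's own value and the lowest signal among probes well above background. In all, 25 gene lists were tested with camera in limma, with a preset correlation between genes of 0.01, over 17548 genes with a value on every array, adjusted over the lists and called at an adjusted p below 0.05. Members of a list were also adjusted over the list alone, again at 0.25. Of the list members, CGB5, MESP2, MSGN1 and HSPA1B had no probe under a current symbol.

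The genes named were chosen by a rule. Named were MYC, MYCN and the genes the study's text follows in H9 cells, and the 10 largest rises and 10 largest falls among called genes. For these, all 3 arrays of the higher group and at least 2 of the lower had to be well above background, with no overlap between the groups. Also named were up to 5 rises and 5 falls with the smallest p that were well above background on all 3 arrays of the higher group and none of the lower, and up to 4 members of each list with the smallest p. The rule, the lists, the tests of genes and lists and all alternatives but 1 were fixed before the data were examined. Members outside the rule that are named to make up a small count were chosen after their values were seen. The study chose its list of genes assayed for MYC binding partly on these samples. The cholesterol synthesis list was added after a related gene, PCSK9, was seen in the study's tables, so it is not independent of them.

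The file headers show 3 slides, each with 1 undifferentiated and 1 BMP4 array of the same replicate number and each scanned in a session of its own, so that a block for replicate, for slide or for scan is the same fit. Deviations from the group means correlated over all probes at 0.39, 0.79 and 0.48 for replicates 1, 2 and 3, so the numbers, which also mark a shared slide, were taken to pair the samples. Over probes with a mean signal above 500 the same correlations were lower, at 0.19, 0.42 and 0.1. Over all probes undifferentiated replicate 1 correlated more strongly with BMP4 replicate 3 (0.48). The labels do not say that the replicates came from separate cultures, and p-values measure only the spread between these samples, which may be technical. The number of arrays limits the precision.

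The fit was tested on simulated data made from the probe means, the slide deviations and the residual spread of this comparison, with 200 of 40172 probes changed, in 10 simulations. Without a block it recovered 0% of 2-fold, 0% of 4-fold and 2.7% of 8-fold changes. With the replicate block it recovered 4.8%, 81.3% and 96.4%, and 35.1% of its calls were false, above the threshold of 25%. With 1 variance for all probes the false share was 22.9%. These shares hold for 200 changed probes, while the blocked fit of the real data called 5888, so they may differ there. In the same simulations camera called 10 of 10 lists of 30 genes shifted by -0.85 and 0 of 240 unshifted lists, with and without the block. Noise was drawn independently for each probe and the lists at random, so this cannot show how camera treats lists of correlated genes. Estimated correlations in the real lists reached 0.479. Alternatives were scaling to the 75th percentile, no scaling between arrays, normexp background correction with an offset of 50, plain background subtraction with a floor of 1, a filter on dim probes, a threshold of 0.05, the replicate or slide block, array weights, a variance trend with robust fitting, each array left out in turn, the series value table, the mean over the probes of a gene, a random probe per gene, and an estimated correlation in camera. Leaving out slide 2 was added after seeing the data. Figures were drawn with matplotlib 3.10.9.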

Results

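The series compared undifferentiated H9 human embryonic stem cells with H9 cells exposed to BMP4 for 6 days, to follow the transcripts that differ between stem cells, where MYC levels are high, and trophoblasts derived from them. There were 3 arrays in each group. Each of 3 slides carried 1 array of each group. Of 43376 non-control spots, 75.56%, 96.23% and 77.46% were well above background on undifferentiated replicates 1, 2 and 3, and 75.54%, 95.58% and 75.55% on BMP4 replicates 1, 2 and 3. Both arrays of slide 2 thus had more spots above background than the other 4. Their 10th percentile of processed signal was 31.5 and 21, against 1.8 to 2.5 on the other arrays. Of 119 spots for olfactory receptor genes, 91.6% and 87.4% were well above background on slide 2, against 38.7% to 42% elsewhere. A mark of well above background on slide 2 alone is therefore weak evidence of expression.

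**Figure D1:**
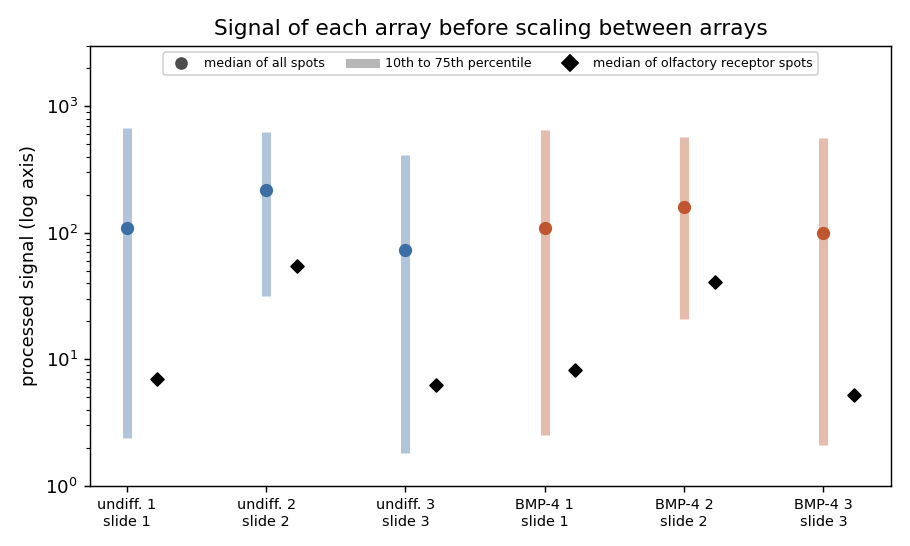
Processed signal of each array on a log axis, with the median of all non-control spots (circle), the 10th to 75th percentile (bar) and the median of 119 spots for olfactory receptor genes (diamond). On slide 2 the olfactory receptor medians are 54.5 and 41.2, against 5.25 to 8.26 on the other arrays.

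After 6 days of BMP4, CGA, KRT7 and GATA2 were among the transcripts that rose, and SOX2 and PRDM14 among those that fell. Among genes measured in both groups, S100P, a calcium-binding protein abundant in placenta, rose by 8.96 ± 0.84 (SE, n = 3 per group) on the log2 scale, and IGFBP3, an insulin-like growth factor binding protein, rose by 7.25 ± 0.44. EPAS1, a hypoxia-regulated transcription factor, rose by 6.26 ± 0.63. KANK4 (6.81), HOPX (6.85), ADGRG1 (6.39), XAGE2 (6.32) and MSX2P1 (6.16) were also among the 10 largest rises, with KRT7 and GATA2. XAGE2 had no value on undifferentiated replicate 2 and was well above background on the other 2 undifferentiated arrays. The largest falls were in PRDM14, a transcription factor of pluripotent cells, which fell by 5.29 ± 1.10, and PCSK9, which promotes degradation of the LDL receptor and fell by 4.89 ± 0.40. LCK, a SRC family tyrosine kinase, fell by 4.79 ± 0.42, and the kinase PIM2 fell by 4.44 ± 0.63. ATP1A2 (-4.58), SOX2 (-4.54), PRKCB (-4.32), TNFRSF8 (-4.31), GDF3 (-4.27) and PLP1 (-4.06) completed the 10 largest falls under the rule. In limma the adjusted p of these 20 genes lay between 0.0252 and 0.217. PRDM14, ATP1A2 and PRKCB were well above background on only 2 of 3 BMP4 arrays. In BMP4 replicate 1 their values (2.79, 3.67 and 2.05) lay below the lowest signal well above background there, 4.1. The sizes of these 3 falls are uncertain to that extent. With normexp they were -3.02, -1.78 and -1.19. CHN2 was the 1 called gene marked well above background on no undifferentiated array and all BMP4 arrays that passed the rule, and was at least 4.85-fold higher. CAMKV was at least 12.1-fold lower after BMP4, PROK2 at least 10-fold, CRYGB at least 5.33-fold, PPP1R17 at least 4.59-fold and PRPH2 at least 1.91-fold. These bounds and that of CHN2 used a lower log2 floor on slide 2 (1.69 and 1.74) than on the other arrays (3.85 to 4.1). With the floor of the other arrays they would be lower.

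In limma with no block, 395 of 17849 genes rose and 244 fell at an adjusted p below 0.25. At 0.05 these were 15 and 3, the falls being PCSK9, LCK and CNMD. Of the 639 called genes, 631 changed in the same direction on all 3 slides. The groups did not overlap for 21.7% of genes, where chance gives 10% for exchangeable arrays. The arrays here shared slides in pairs, so that 10% is only a guide. With the replicate as a block, 1432 genes rose and 1614 fell, and the 639 genes were called in the same direction. In simulated data with 200 of 40172 probes changed, 35.1% of calls of the blocked fit were false. The real blocked fit called 5888 probes, so its false share may differ and is not known. Rises made up 61.8% of calls, against 73.4% after 75th percentile scaling (226 rose, 82 fell) and 75.3% with no scaling between arrays (61 and 20). They made up 47% with the block, 51.2% with array weights, 52.2% with normexp, 54.3% without slide 2, 55% with the mean over a gene's probes, 55.3% with a variance trend and 55.9% among probes well above background. The counts rested on single arrays, at 182 and 55 without undifferentiated replicate 1, 23 and 6 without undifferentiated replicate 3, 213 and 84 without BMP4 replicate 1, 45 and 22 without BMP4 replicate 2, and 9 and 2 without BMP4 replicate 3. All 57 called genes named by the rule kept their direction whichever array was left out, but 52 lost their call in at least 1 such fit, and KRT7, IGFBP3, TFAP2A, PCSK9 and LCK kept it in all 6. Another 12 lost it in all 6, namely HOPX, CDX1, FOXA3, LUM, DKC1, UTP20, GART, MCM6, MCM2, CDC6, GADD45A and PFKP. With normexp background correction, which shrinks differences of dim probes, the 57 kept their direction and 54 their call (CHN2, PRPH2 and PPP1R17 did not), but 21 changes were less than 50% of their size.

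The trophoblast markers CGA, KRT7 and GATA2 rose and pluripotency markers were lower, though the pluripotency values differed between BMP4 replicates. CGA, the common alpha subunit of glycoprotein hormones (chromosome 6, probe at 87852081 to 87852140, hg18), was 1.84 ± 0.37 (SD, n = 3) in undifferentiated cells, where 1 of 3 arrays was well above background, and 12.51 ± 1.91 after BMP4. The difference was 12.56, 9.43 and 10.02 on slides 1, 2 and 3 (limma adjusted p = 0.048). The undifferentiated array above background was that of slide 2. On slides 1 and 3 the undifferentiated values, 2.15 and 1.43, lay below the lowest signals well above background there, 4.08 and 3.85. The size of the change is uncertain to that extent. Other CGA probes gave 10.29 ± 0.96 and 3.25 ± 0.91 (SE, adjusted p = 0.048 and 0.306). KRT7, a keratin of trophoblasts (chromosome 12, 50917564 to 50918733), rose from 6.86 ± 0.94 to 14.19 ± 0.40 (adjusted p = 0.0374). The transcription factor GATA2 (chromosome 3, 129682136 to 129682195) rose from 3.59 ± 1.2 to 9.44 ± 2.00 (adjusted p = 0.15), with 2 of 3 undifferentiated arrays well above background. A dimmer GATA2 probe was not called, at 4.35 ± 1.45 (SE, adjusted p = 0.389), and differed by only 0.78 on slide 2. SOX2, a pluripotency factor (chromosome 3, 182914571 to 182914630), fell from 12.22 ± 0.47 to 7.68 ± 1.87 (adjusted p = 0.175). POU5F1 was 17.79 ± 0.13 and 15.95 ± 1.39 in undifferentiated and BMP4-treated cells (adjusted p = 0.461, 0.211 with the replicate block), and NANOG was 13.30 ± 0.67 and 10.63 ± 2.45 (adjusted p = 0.556, 0.31 with the block). In BMP4 replicate 1 the POU5F1 difference was -3.32, against -1.02 and -1.16 in replicates 2 and 3, and for NANOG it was -5.86, -1.55 and -0.60. With normexp the difference was 5.54 for CGA and 2.52 for GATA2, against 10.67 and 5.85. LIN28A, an RNA-binding protein, was 9.37 ± 0.47 and 8.37 ± 0.65 (adjusted p = 0.561, 0.174 with the block).

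Of the 10 genes followed, CGA, KRT7, GATA2 and SOX2 were called, and with the block POU5F1, LIN28A, MYC and FBL were called as well. BLMH, a peptidase gene that the study followed as a B cell target of MYC, was 12.90 ± 0.01 and 12.77 ± 0.12, a difference of -0.13 ± 0.27 (SE, adjusted p = 0.975), with 0.02 when arrays were not scaled. The number called was 1 without undifferentiated replicate 3, and 2 without undifferentiated replicate 1, BMP4 replicate 2 or BMP4 replicate 3.

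**Figure D2:**
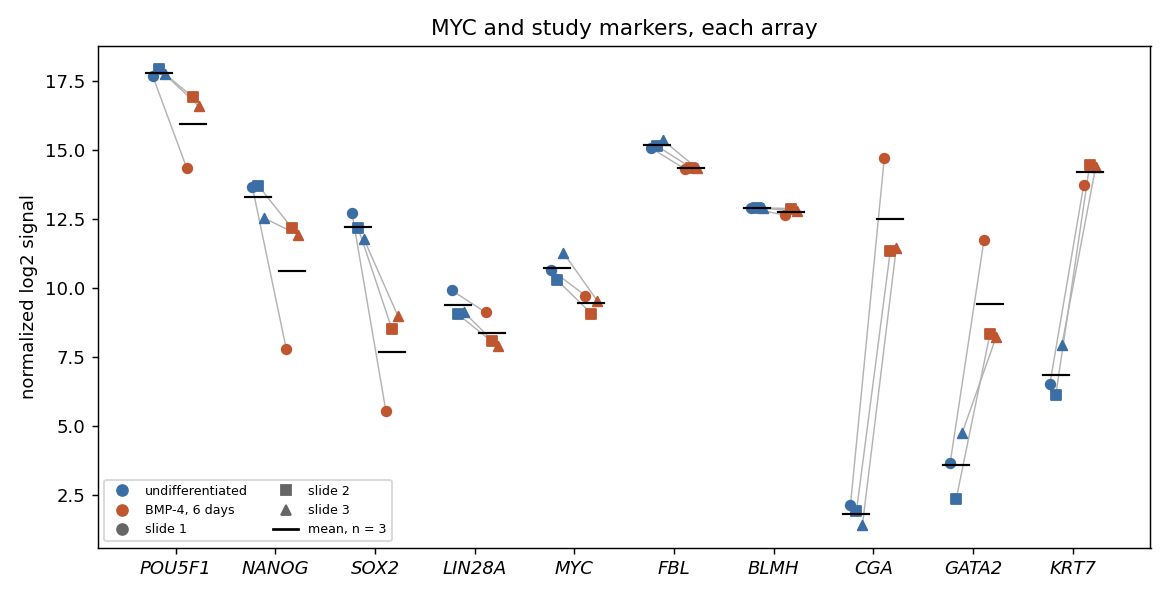
Normalized log2 signal of 10 genes on each array, with undifferentiated cells in blue, BMP4-treated cells in orange, 1 symbol per slide joined by a line, and the mean of 3 arrays as a bar. KRT7 lies between 13.73 and 14.46 on all BMP4 arrays, while NANOG lies at 7.80, 12.16 and 11.93.

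In the trophoblast identity list, 17 of 25 measured members rose and none fell, and 20 rose adjusted over the list alone. The members not called were TFAP2C (1.90), CDX2 (0.90), ELF5 (0.003), VGLL1 (4.77), TP63 (1.29), DLX3 (0.60), GCM1 (0.595) and TEAD3 (0.83). The median member rose by 4.21 on the log2 scale (camera adjusted p = 1.25e-21, 0.0468 with an estimated correlation), with medians of 5.88, 2.32 and 3.47 on slides 1, 2 and 3. TFAP2A, a transcription factor of early trophoblasts, rose by 6.65 ± 0.38 (SE) and was well above background on 1 of 3 undifferentiated arrays. That array was on slide 2. Its undifferentiated values on slides 1 and 3, 2.34 and 1.73, lay below the lowest signals well above background there, 4.08 and 3.85. The size of its change and the SE are uncertain to that extent. HAND1 rose by 5.56 ± 0.46. With normexp the changes of TFAP2A and HAND1 were 2.13 and 3.85. Among syncytiotrophoblast products, 11 of 34 rose and none fell, with the block 23 rose and 1 fell, and 26 rose and 1, the lactogen gene CSH1, fell adjusted over the list alone (median 3.46, adjusted p = 1.92e-16, 0.0438 with an estimated correlation). The medians on the 3 slides were 4.43, 1.71 and 2.87. The inhibin subunit INHA rose by 3.43 ± 0.36, and the pregnancy-specific glycoproteins PSG3 and PSG6 rose by 4.55 ± 0.43 and 5.49 ± 0.65, with 1 and 2 undifferentiated arrays well above background. For PSG3 that array was on slide 2. Its values on slides 1 and 3 (2.02 and 1.16) lay below the same 2 limits as for TFAP2A, so its size is uncertain. With normexp the changes of INHA, PSG3 and PSG6 were 1.17, 0.87 and 2.04. On slide 2, where dim probes were brighter, the medians of both lists were the lowest. With normexp background correction the list medians were 2.13 and 1.03.

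Direct targets of BMP signalling rose, with 10 of 18 called and 15 adjusted over the list alone, and none fell. Their median was 2.04 (1.17 with normexp), and 2.04, 2.42 and 2.56 on slides 1, 2 and 3 (camera adjusted p = 3.05e-13, 0.0247 with an estimated correlation). ID4 rose by 3.69 ± 0.41, the Notch target HEY1 by 3.65 ± 0.51, the pseudoreceptor BAMBI by 2.65 ± 0.35 and the inhibitory SMAD6 by 2.14 ± 0.31 (0.78 with normexp). Of 10 amnion markers, 5 rose, 7 adjusted over the list alone (median 2.65, 0.63 with normexp, 2.55 with TFAP2B and ISL1 at their bounds, adjusted p = 3.29e-06, 0.0438 with an estimated correlation, slides 3.12, 1.41 and 3.05). The amnion list shares HEY1 and BAMBI with the BMP targets, and the trophoblast identity list shares GATA3, MSX2 and DLX5 with them. POSTN rose by 4.02 ± 0.47 (0.82 with normexp), with 1 undifferentiated array, that of slide 2, well above background, and GABRP was the fifth. On slides 1 and 3 the undifferentiated POSTN values (3.33 and 1.68) lay below the lowest signals well above background (4.08 and 3.85). The size of the POSTN rise is uncertain to that extent. ISL1, which had no value on undifferentiated replicate 2 and was not well above background on the other 2 undifferentiated arrays, was at least 15.7-fold higher after BMP4. Of 14 extravillous trophoblast markers, only FN1, a matrix protein, rose, by 2.66 ± 0.50, and 5 rose adjusted over the list alone, HTRA4 (2.96) among them, while with the block 2 rose and 1 fell. The list was called (median 0.78, 0.21 with normexp, 0.51 without undifferentiated replicate 3, 0.25 with the mean over probes, adjusted p = 0.00847), but not with an estimated correlation (adjusted p = 0.0963), and its slide medians were -0.11, 0.50 and 1.52. ITGA1 (2.01), MMP2 (1.28) and PLAC8 (3.01) were not called, and with the block ITGA1 was (adjusted p = 0.108).

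In the pluripotency list, 7 of 26 members fell and none rose, and 19 fell adjusted over the list alone and 16 with the block. The median was -1.90 (camera adjusted p = 8.8e-11), and the call was lost with an estimated correlation (adjusted p = 0.0963). The slide medians were -3.21, -1.43 and -1.13. TERF1, a telomere-binding protein, fell by 2.83 ± 0.28, with differences of -2.85, -2.85 and -2.80 on the 3 slides. TERT, the telomerase catalytic subunit, fell by 2.33 ± 0.38, and GDF3, a TGF-beta family ligand, by 4.27 ± 0.46. SOX2, LIN28A and SFRP2 are also in the list of genes assayed for MYC binding.

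**Figure D3:**
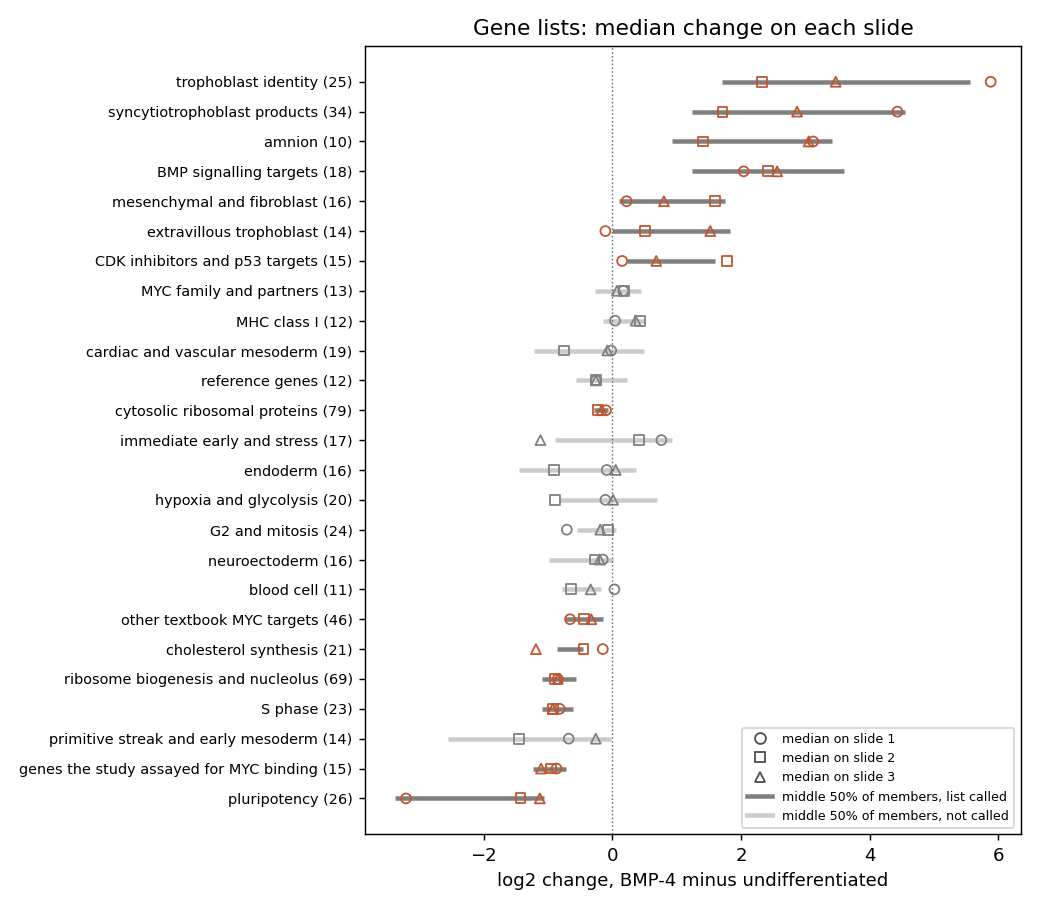
Median log2 change of the members of each of 25 gene lists on slides 1, 2 and 3 (open symbols), with the middle 50% of members as a bar, dark with orange symbols where camera called the list, and the number of measured members in parentheses. The ribosome biogenesis medians lie at -0.85, -0.89 and -0.85, while those of the pluripotency list spread from -3.21 to -1.13.

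MYC itself was lower after BMP4, at 9.45 ± 0.33 (SD, n = 3) against 10.74 ± 0.51, but did not pass the threshold. The difference was -1.29 ± 0.39 (SE), a ratio of 2.45, and was -0.93, -1.20 and -1.74 on slides 1, 2 and 3 (limma adjusted p = 0.332, 0.15 with the block). This probe lies on chromosome 8 at 128822450 to 128822509. The other MYC probes were dimmer, and 1 had the opposite sign. The probe at 128817639 to 128817698 gave -1.04 ± 0.64 (adjusted p = 0.717), and the probe at 128816997 to 128817056 gave 0.62 ± 0.40 (adjusted p = 0.739). Unlike the other MYC probes, the probe with the opposite sign is not assigned to the MYC reference mRNA but to another sequence record. Whether it measures the same transcript stays open. The mean over the 3 probes, with that probe included, gave -0.57. MYCN differed by 0.07 ± 0.68 (adjusted p = 0.995), and its sign turned without BMP4 replicate 1 (-0.66), without undifferentiated replicate 2 (-0.01) or 3 (-0.09) and with array weights (-0.33). None of 13 members of the MYC family and its partners was called in limma, 2 had an unadjusted p below 0.05, MXD1 rose and MYC fell with the block and adjusted over the list alone, and the list was not called (median 0.07, adjusted p = 0.708, slide medians 0.17, 0.18 and 0.07). MXD1, a MYC antagonist, differed by 3.25 ± 1.21 (adjusted p = 0.448, 0.142 with the block), MXI1 by 1.05 and MYCL by -0.98.

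Genes of ribosome biogenesis and the nucleolus fell together. Of 69 members 68 were lower after BMP4, 4 of them called, and 54 fell adjusted over the list alone, while with the replicate block 39 fell over all probes. The median was -0.85, and -0.85, -0.89 and -0.85 on slides 1, 2 and 3 (camera adjusted p = 3.23e-19, 0.024 with an estimated correlation). NOP56, a core protein of box C/D particles, fell by 1.56 ± 0.34, SURF6 by 1.75 ± 0.39, DKC1, the pseudouridine synthase, by 1.17 ± 0.27 and UTP20 by 1.36 ± 0.33. FBL, the rRNA methyltransferase fibrillarin (chromosome 19, 45016973 to 45017032), was 15.18 ± 0.14 and 14.34 ± 0.03, a difference of -0.85 ± 0.28 (adjusted p = 0.374, 0.205 with the block). All of the 15 genes that the study assayed for MYC binding were lower, 3 called (SOX2, PROK2 and DKC1) and 11 with the block, and 15 adjusted over the list alone (median -1, adjusted p = 1.79e-09, 0.024 with an estimated correlation, slides -0.87, -0.95 and -1.11). The study chose these partly on the same samples, so the list is not independent evidence of its direction, and 6 of them are in the ribosome biogenesis list. TSR1 was at -1.26 ± 0.35 (adjusted p = 0.302, 0.136 with the block).

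Other textbook MYC targets also fell as a list, with 1 of 46 called, 7 adjusted over the list alone and 9 with the block over all probes. Their median was -0.47, and -0.66, -0.44 and -0.33 on slides 1, 2 and 3 (camera adjusted p = 8.56e-06, 0.044 with an estimated correlation). GART, of purine synthesis, fell by 1.16 ± 0.27. PAICS (-1.09), PPAT (-1.35) and PTMA (-1.22) had adjusted p of 0.261, 0.311 and 0.361 and were called with the block (0.149, 0.156 and 0.197). Cytosolic ribosomal proteins had a median of -0.16, and in limma none of 79 was called over all probes, adjusted over the list alone, or with the block, and 0 had an unadjusted p below 0.05. The list was called (adjusted p = 0.0122), but not with an estimated correlation (adjusted p = 0.605), with no scaling between arrays (0.0768), without BMP4 replicate 2 (0.237) or without slide 2 (0.224). Its slide medians were -0.10, -0.22 and -0.17, and its median without BMP4 replicate 2 was -0.08. RPS26 (-0.72), RPLP2 (-0.54), RPL22 (-0.43) and RPS9 (-0.52) had the smallest p. The median of all genes was -0.06, and -0.12 after 75th percentile scaling.

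**Figure D4:**
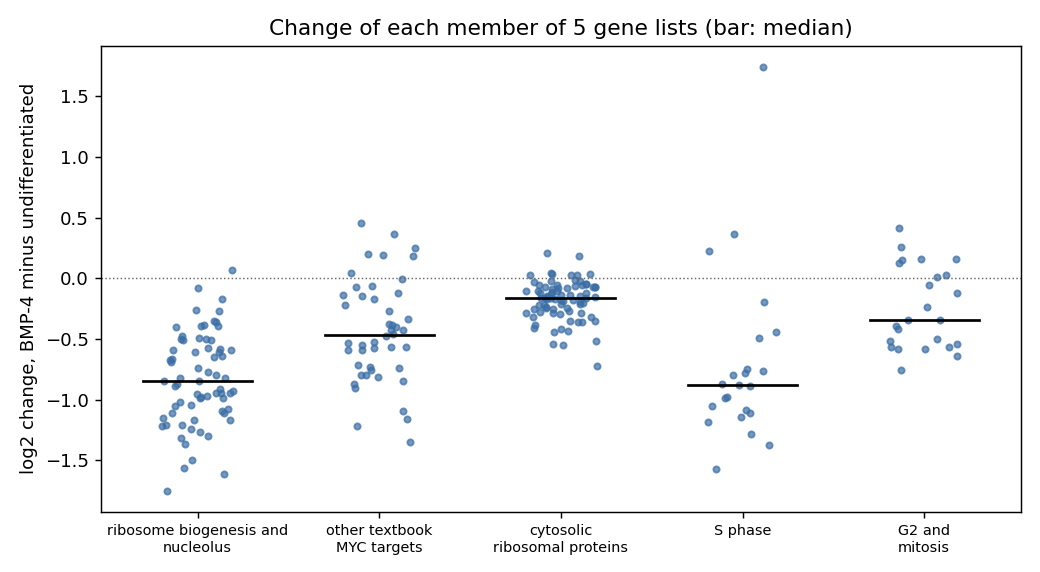
Log2 change of each member of 5 gene lists, BMP4 minus undifferentiated, with the median as a bar. Ribosome biogenesis genes have a median of -0.85 and S phase genes of -0.88, against -0.16 for cytosolic ribosomal proteins.

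Genes of DNA replication fell, with 3 of 23 S phase members called and 15 with the block, and 18 fell and 1, CCNE1 (1.74), rose adjusted over the list alone (median -0.88, camera adjusted p = 1.37e-08, 0.024 with an estimated correlation). The slide medians were -0.82, -0.92 and -0.93. The helicase subunits MCM6 and MCM2 fell by 1.57 ± 0.32 and 1.18 ± 0.27, and the licensing factor CDC6 by 1.37 ± 0.33. MCM5 was at -1.15 (adjusted p = 0.293, 0.157 with the block). Genes of G2 and mitosis were not called as a list (median -0.34, adjusted p = 0.0795), and none of 24 members was in limma, over all probes or adjusted over the list alone, and 0 had an unadjusted p below 0.05. Their slide medians were -0.71, -0.07 and -0.19, and the list was called without undifferentiated replicate 2 (0.0466), BMP4 replicate 2 (0.0394), BMP4 replicate 3 (0.0116) or slide 2 (0.0296), and in 4 other settings (0.0378 to 0.0472). Its adjusted p reached 0.754 in others, and its median was -0.05 without BMP4 replicate 1, -0.20 without undifferentiated replicate 3, -0.11 with array weights and -0.21 with no scaling. KIF11 was at -0.64, BUB1 at -0.58, BIRC5 at -0.76 and AURKB at -0.59. CDK inhibitors and p53 targets were higher in all 15 members, with 1 called, 3 with the block and 6 adjusted over the list alone (median 0.76, 0.46 with normexp, 1.28 without BMP4 replicate 1, 0.32 without slide 2, adjusted p = 0.000311, 0.172 with an estimated correlation, slides 0.15, 1.78 and 0.68). GADD45A rose by 1.79 ± 0.40. CDKN1A, the inhibitor p21, was at 1.99 ± 0.52 (adjusted p = 0.274, 0.128 with the block), MDM2 at 1.39 (0.314, 0.136 with the block) and BTG2 at 2.09 (0.526).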

Values the study reported

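The study reported that 1523 genes were significantly lower and 1361 higher in trophoblasts than in undifferentiated human embryonic stem cells. It stated that more than 80% of the cells had differentiated after 6 days with BMP4, and that over 90% expressed high levels of KRT7 by flow cytometry. MYC mRNA and protein were described as several fold lower.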

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

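All alternatives were planned except leaving out slide 2, which was chosen after the data were seen. Counts of called genes moved most. Genes that rose and fell, 395 and 244, were 226 and 82 with 75th percentile scaling, 61 and 20 with no scaling between arrays, 1081 and 988 with normexp, 822 and 648 with the filter on dim probes, 15 and 3 at a threshold of 0.05, 1432 and 1614 with the replicate or slide block, 1312 and 1248 with array weights, 870 and 704 with a variance trend, and 708 and 580 with the mean over probes of a gene, which adjusts over fewer tests. Leaving out 1 array gave 9 to 322 rises and 2 to 224 falls. Plain background subtraction, the value table and leaving out slide 2 (302 and 254) stayed within 1.5 times. Of the 10 markers, 4 were called, and 2 with 75th percentile scaling, no scaling or a threshold of 0.05, 8 with the replicate or slide block, 7 with array weights or a variance trend, and 1 to 4 without 1 array. MYC, at -1.29 and not called, passed the threshold with normexp (-1.11), the dim filter (-1.29), the replicate or slide block (-1.29), array weights (-1.43) and a variance trend (-1.29), and ranged from -1.52 to -1.02 without 1 array. Of 25 lists, 14 were called, 8 with an estimated correlation and 13 to 16 otherwise. Pluripotency lost its call with an estimated correlation (adjusted p = 0.0963), while trophoblast identity, ribosome biogenesis and other MYC targets kept theirs under every alternative run, up to 0.0468, 0.024 and 0.044. With the replicate block the primitive streak (0.0463) and blood cell (0.0464) lists were called, and the block changed no other list. At 0.05 the blocked limma fit called 0 genes, with 3629 at an unadjusted p below 0.05. Endoderm was called with the mean over probes (0.0472), and blood cells with a random probe (0.0458). Of the genes named, 36 passed the threshold with the block and not in the fit reported, 31 of them also in at least 1 setting without a block, and 5 (CDH5, SNAI2, MXD1, HLA-A and HBA1) with the block alone. The cause of these moves was not tested, except that the stricter threshold calls fewer genes by construction. The lowest spike-in stood at 4.92 and 3.06 times background on slide 2, against 1.05 to 1.14 elsewhere. The spike-in detection limit was higher on slide 2, at 2.56 and 2.18, against 0.34 to 1.26 elsewhere, which limits dim genes there.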

Other observations

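The tests on glass background, on leftover cells, on signal compression and on cell division below, the count of genes over splits, and the alternative without slide 2 were chosen after the results were seen. Several genes of the endoderm and primitive streak lists were higher in undifferentiated replicates 1 and 2 than in 3. CER1, a secreted NODAL and BMP antagonist, was at 13.45 and 13.69 in undifferentiated replicates 1 and 2 but 9.13 in replicate 3, and at 6.16, 9.55 and 9.31 in BMP4 replicates 1 to 3 (limma adjusted p = 0.486, 0.29 with the block). GSC was at 11.18, 10.96 and 7.02 in undifferentiated cells, the chemokine receptor CXCR4 at 13.49, 12.05 and 9.04, EOMES at 9.39, 10.40 and 7.04, and NODAL at 8.53, 9.44 and 6.12. Their differences on slide 3 were 0.18 for CER1, -0.06 for GSC, 0.03 for CXCR4, -0.95 for EOMES and -0.54 for NODAL, against -3.38 to -7.29 on slides 1 and 2. With the block, EOMES (0.176), NODAL (0.204) and GSC (0.243) were called, CXCR4 (0.266) was not. In the primitive streak and early mesoderm list, 1 of 14 members rose, CDX1 by 1.72 ± 0.37 (0.50 with normexp), with 2 rises (CDX1 and TBX3) and 7 falls adjusted over the list alone (median -0.90, adjusted p = 0.123, 0.0463 with the block, 0.00935 without undifferentiated replicate 3, up to 0.862 in other settings). The primitive streak median was -0.41 without undifferentiated replicate 2, -0.37 without BMP4 replicate 1, -0.38 with array weights and -0.53 with normexp. In the endoderm list, 1 of 16 fell, FOXA3 by 1.30 ± 0.32, with 4 falls (also FOXA2, CXCR4 and CER1) adjusted over the list alone (median -0.22, adjusted p = 0.284). The endoderm median was -0.70 without undifferentiated replicate 3 (adjusted p = 0.0317), -0.77 with the mean over probes (0.0472), and above 0 without undifferentiated replicate 2 (0.12), BMP4 replicate 3 (0.07) or slide 2 (0.05), with an adjusted p of up to 0.862. FOXA2 was at -2.34 (adjusted p = 0.491, 0.134 with the block).

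The remaining lists covered other cell types and processes. In cardiac and vascular mesoderm 1 of 19 members fell, TIE1 (-1.92), and 2, with KDR, adjusted over the list alone (median -0.07, 0.01 with plain background subtraction, adjusted p = 0.644), with KDR at -1.36, CDH5 at 2.46, MYL7 at -1.70 and MYL4 at 0.75, none of these called, although KDR was in 5 alternatives without the block (normexp, 0.0775). In neuroectoderm the transcription factor OTX2 fell by 2.89 ± 0.48 (-0.98 with normexp), the 1 member of 16 called, with 1 rise (MAP2) and 1 fall adjusted over the list alone (median -0.38, adjusted p = 0.287, 0.0416 without BMP4 replicate 2, up to 0.922 in other settings), and MAP2 was at 2.63, SOX11 at -1.16 and HESX1 at -1.35. Of 16 mesenchymal genes the matrix genes COL5A1 and LUM rose, by 2.04 ± 0.32 and 4.24 ± 1, with 7 rises and 2 falls (THY1 and ACTA2) adjusted over the list alone (median 0.86, adjusted p = 0.0149, 0.207 with an estimated correlation, 0.0523 without BMP4 replicate 3). THY1 was at -1.76 and SNAI2 at 2.78, called with the block (0.146 and 0.178). In cholesterol synthesis 19 of 21 genes were lower and none was called in limma, 5 having an unadjusted p below 0.05, with 6 falls and 1 rise adjusted over the list alone (median -0.63, adjusted p = 0.000523, 0.49 with an estimated correlation, slides -0.15, -0.45 and -1.19, median -0.32 without undifferentiated replicate 3). DHCR24 was at -1.28, DHCR7 at -1.34, CYP51A1 at -0.84 and SC5D at 2.02, each called with the block (0.144, 0.211, 0.224 and 0.235). The MHC class I list was not called (median -0.03, 0.04 with no scaling, mean 0.09, tested upward, adjusted p = 0.385, 0.0302 without BMP4 replicate 1, up to 0.925 in other settings), with 2 rises (B2M and TAPBP) adjusted over the list alone, and B2M was at 1.14, TAPBP at 0.80, TAP1 at 0.92 and HLA-A at -1.27. Hypoxia and glycolysis was not called (median -0.32, -0.07 without undifferentiated replicate 2, -0.13 with array weights, adjusted p = 0.806), with 5 rises (PFKP, SLC2A1, SLC2A3, ADM and NDRG1) and 5 falls (PDK1, LDHA, ALDOC, CA9 and ANKRD37) adjusted over the list alone. In it PFKP rose by 1.18 ± 0.28, while ANKRD37 was at -1.39, SLC2A1 at 1.33 and NDRG1 at 1.30. Immediate early and stress genes were not called (median -0.22, mean 0.11, tested upward on the mean, adjusted p = 0.787, median 0.60 without undifferentiated replicate 3, -0.48 without undifferentiated replicate 2 and -0.57 with array weights), with 4 rises (JUNB, DDIT3, GADD45B and IER3) and 3 falls (FOS, ASNS and CHAC1) adjusted over the list alone. GADD45B rose by 1.63 ± 0.29, and CHAC1 was at -0.97, ASNS at -1.03 and FOS at -1.17. Reference genes were not called (median -0.15, adjusted p = 0.38), 1 (HPRT1) fell adjusted over the list alone, and HPRT1 was at -1.19, PPIA at -0.57, TUBB at -0.55 and PGK1 at -0.68. Blood cell genes were not called (median -0.41, adjusted p = 0.123, 0.0464 with the block, 0.0458 with a random probe, up to 0.428 in other settings), 1 (CD34) fell adjusted over the list alone, and CD34 was at -2.13, HBG1 at -1.31, HBA1 at -0.83 and HBE1 at -0.15. The blood cell median was -1.06 and -0.05 without undifferentiated replicates 1 and 2, -0.76 without undifferentiated replicate 3, -0.10, -1.08 and -0.23 without BMP4 replicates 1, 2 and 3, -0.12 without slide 2 and -0.14 with normexp. Leaving out 1 array also turned the sign of the median in cardiac and vascular mesoderm (-0.63 to 0.09), neuroectoderm (-0.83 to 0.04), MHC class I (-0.05 to 0.41) and the MYC family list (-0.08 to 0.19). With the block, members that rose and fell were 1 and 6 in the primitive streak list, 1 and 3 in endoderm and in cardiac and vascular mesoderm, 0 and 2 in neuroectoderm, 5 and 1 among mesenchymal genes, 1 and 4 in cholesterol synthesis, 2 and 1 in MHC class I, 4 and 3 in hypoxia, 2 and 1 among stress genes, 0 and 1 among reference genes and 0 and 3 among blood cell genes.

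Here 395 genes rose and 244 fell at the same false discovery rate of 25%. Both counts are lower than those quoted from the study above. With the replicate block 1432 rose and 1614 fell. These are counts of 17849 genes, while the study counted over genes measured on all its array types, so the blocked counts are not ranked against those quoted. Of the 10 splits of the 6 arrays into 3 and 3, the real one gave the most genes, 639, and the highest other 0. It also gave the most lists, 14, and the highest other 11. In both counts 1 split, the real one, was as large, and 10 splits are too few for a share under 0.05. The other 3 splits that part all pairs called 11, 10 and 9 lists, and with the replicate block 0 genes in limma, against 3046. Each split but the real one mixes BMP4 and undifferentiated arrays in both groups. The difference between the cells then widens the spread within groups, so few called genes were likely in advance. Part of it also stays between the groups, so the lists called there do not measure chance. The splits therefore lend no weight to the real counts.

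Dim probes were brighter on both arrays of slide 2. The lower of its olfactory receptor medians was 4.99 times the highest of the other arrays, which fits non-specific hybridization of labelled material on that slide. Negative control spots rose by 0.0974 of the rise of olfactory receptor spots, which argues against a raised glass background. No biological explanation was tested, and what differed in the handling of slide 2 stays open.

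Of 26 pluripotency genes, 18 were lower in BMP4 replicate 1 than in both other BMP4 replicates and 8 were not. A candidate explanation is that undifferentiated cells were left in replicates 2 and 3, but the share of such cells that each gene would need varied. Its upper quartile was 12.1 times the lower in replicate 2 and 3.04 times in replicate 3 over the 18 genes, and 18.5 and 5.97 times over the 18 members (15 of them shared) with an undifferentiated mean above 9 and a level in BMP4 replicate 1 lower by more than 1. POU5F1 would need 44.7% and 38.9%, SOX2 7% and 13.4%, and TERF1, abundant in undifferentiated cells, 0.305% and 2.62%. The shares were taken between BMP4 replicate 1 and the undifferentiated array of the same slide. Over the second set of 18 they ran from -8.75% to 159% in replicate 2 and from -28.9% to 408% in replicate 3. Negative shares, and shares larger than a whole sample, cannot come from mixing, so these references do not hold for every gene. With them no 1 share serves both POU5F1 and TERF1. The spread of shares does not decide on leftover cells, which stay open as a cause. On slides 2 and 3, compression of signal is argued against by the ribosome biogenesis genes only in their own range (median 10.58 in undifferentiated cells). Their median change there was 1.05 and 1 times that on slide 1. All 69 were well above background on all 6 arrays, so they cannot show compression of dim signal. SOX2 fell to 5.54 and PRDM14 to 2.79 in BMP4 replicate 1, so compression of dim signal stays open. POU5F1 (17.79) and NANOG (13.30) were brighter in undifferentiated cells than the median ribosome biogenesis gene. Compression of the brightest signal stays open as well. Trophoblast identity medians were also smaller on slides 2 and 3 (2.32 and 3.47 against 5.88). Those of BMP targets were not (2.42 and 2.56 against 2.04). How far cells of each replicate had differentiated also stays open and was not tested, since the design gives no group for it.

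The fall of ribosome biogenesis genes may reflect the lower MYC level that the study followed, but technical and other explanations were tested first. Under 4 other ways of background handling and scaling, the list's median minus that of all genes was at most -0.67. A shift of whole arrays cancels in that difference, so 75th percentile scaling and no scaling gave the same value, -0.73, by construction. The difference therefore cannot test such a shift. With no scaling between arrays the list's own median was -0.77 and that of all genes -0.035. Of 10000 random lists matched on mean signal, 0 had a median at or below that of the list, the lowest being -0.37. The median of G2 and mitosis genes lay above that of ribosome biogenesis by 1.85 and 1.15 SD of their members on slides 2 and 3. This argues against fewer cells in G2 and mitosis as the whole cause there. On slide 1 it lay above by only 0.38 SD (0.14), and without slide 2 the G2 and mitosis list was called (camera adjusted p = 0.0296). S phase genes fell by a like amount on every slide, with medians of -0.82, -0.92 and -0.93. Fewer dividing cells therefore stay open as a cause on every slide. MYC was not changed on its own here, so its part in the fall stays an untested hypothesis beside every other effect of BMP4.

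Probes of 1 gene name also diverged, in a gene chosen after its values were seen. For LARP7 the probe at 113787476 to 113787535 on chromosome 4 fell by 3.59 ± 0.71 (SE, limma adjusted p = 0.161) and the probe at 154905437 to 154905496 on chromosome 6 fell by 3.60 ± 0.68 (adjusted p = 0.146). Both carry the same accession, which is not that of the LARP7 reference mRNA carried by the other LARP7 probes, so whether they measure LARP7 stays open. The LARP7 probes at 113793717 to 113793776 and 113787275 to 113787453 on chromosome 4 were at -0.11 ± 0.28 (adjusted p = 0.979) and 0.80 ± 0.36 (adjusted p = 0.557).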
